A study of Homo sapiens with 9 samples. Its data were reported in "Integrin α3β1 promotes vessel formation of glioblastoma-associated endothelial cells through calcium-mediated macropinocytosis and lysosomal exocytosis" (2022).

How the data were processed

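RNA was measured in cultured cells of 2 groups with an Affymetrix human gene expression array. NECs were 3 isolates of normal human brain microvascular endothelial cells, and TECs were, per the labels, cells sorted from 6 glioblastomas by the CD31 antigen (encoded by PECAM1). Both were grown as monolayers on gelatin before total RNA was extracted with a column kit, labelled with biotin in a 3 prime amplification protocol and hybridised. Each array held RNA from a different person or patient per the labels, so the 9 arrays were treated as 9 independent samples and the spread between them includes the differences between donors. The study also describes cells plated on Matrigel, which are not analysed here.

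The authors deposited log2 values for each probeset made by RMA (robust multi-array average: background correction, quantile normalization between arrays and a median polish over the probes of a probeset). The software version and which arrays were normalized together are not given in the sources used here. The table held 49309 probesets in 9 columns without missing values, and each column matched 1 sample. Array medians lay between 4.61 and 4.70, so no further normalization was applied. Scanner files were not used here, so signal over background could not be judged per probe. Intensities near the floor have no reliable fold, and the fold of a gene near the floor in one group understates its change. The number of arrays limits the precision.

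After 16 control probesets were left out, 45253 probesets carried 1 gene symbol, 1327 carried several and 2713 carried none in the annotation table of the array. Genes were named only from probesets with 1 symbol. Each of 18239 genes was represented by the probeset with the highest mean over the 9 arrays, and 11822 of these genes had more than 1 probeset. Genes of the Y chromosome, XIST and TSIX were part of the fit and are not shown. No pair of arrays held the same values (highest correlation 0.987).

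TECs were compared with NECs in a linear model per gene with the group as its only term, because the plating medium that the study adjusted for does not vary here. The fit used lmFit and eBayes of limma 3.58.1 in R 4.3.3, with Benjamini-Hochberg adjustment over all genes and a threshold of 0.05 on the adjusted p. Log2 changes are TEC minus NEC, and errors of changes are standard errors (SE) of the fit. All limma p-values are two-sided. The gene lists, the tests and the alternatives were chosen before the data were examined, apart from the additions named as such. The 31 lists covered endothelial identity, lymphatic endothelium, adherens and tight junction, blood-brain barrier transport and junction, angiogenic growth factors and receptors, Notch and tip cell, mural cells, fibroblast and mesenchymal, ECM-receptor interaction, basement membrane, matrix metalloproteinases and inhibitors, integrin subunits, tetraspanins, cadherins and protocadherins, tumor endothelial markers named by the study, S100, annexin and EF-hand calcium-binding, calcium entry, stores and pumps, macropinocytosis, lysosome, lysosomal exocytosis and secretory tethering, PI3K-Akt-mTOR signaling, hypoxia and glycolysis, cell cycle, HOX genes, interferon response, HLA antigen presentation, inflammatory cytokines and adhesion, glial, neural and glioma cells, leukocytes and microglia, epithelial, and reference genes. Of 1173 members written, 1107 were measured.

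Lists were tested with camera of limma, which compares the members of a list with all other genes, at a preset correlation of 0.01 between genes. The same test was run with the correlation estimated from these arrays and on ranks, and fry tested whether the members moved on balance one way without a comparison with other genes. List p-values were adjusted over the 31 lists by Benjamini-Hochberg. For each list, members passing the threshold were also counted with p-values adjusted over the list alone. Enrichment of each list among genes over 2-fold higher by fold alone was tested with a one-sided Fisher exact test against all 18239 genes, and the same test of genes over 2-fold lower was an addition. Genes that the study discusses or shows as markers were also compared by an exact two-sided Wilcoxon rank-sum test over the 84 splits of the arrays into 3 and 6, for which the smallest possible p is 0.0238.

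The planned test of the spread within groups permuted the difference in median gene SD. In 20 simulated data sets of equal spread it called a difference in 20. The ratio of median gene SDs, TEC to NEC, averaged 1.15 there although the spread was equal. Why the permutation did not absorb this was not tested. It was replaced, after the data had been seen, by an exact permutation test on 1 value per array: the median absolute deviation of its genes from the group mean, scaled for the size of the group. The replacement called 1 of 20 simulated data sets of equal spread and 20 of 20 with a 2-fold spread. Genes were simulated independently of each other, while real genes can be correlated across arrays. These rates may therefore not hold for the real arrays.

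The genes named in the text followed a rule. It took the genes the study discusses from its arrays, and the 10 largest rises and 10 largest falls among genes that passed the threshold, did not overlap between groups and had a mean above 5.19 (the median of all gene means) in the higher group. From each list it took the first 2 members as written, where measured, and up to 2 rises and 2 falls with the largest change. This gave 149 genes. Where 5 or fewer members of a list passed in a direction, those outside the rule are named too, and genes outside the rule are said to be chosen after their values were seen.

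The limma step was tested on simulated data for the comparison of 6 TECs with 3 NECs over 18239 genes, with 200 genes changed by known amounts. The changed genes were drawn from those above the median of gene means, and all genes were simulated independently of each other. The limma step recovered 24%, 78%, 90% and 98% of genes changed by 1, 2, 4 and 6 on the log2 scale. False calls averaged 5.27% of all calls over 20 simulations, and with no change it called 0 genes, with 5.18% of genes at an unadjusted p under 0.05 and 2.2% at the smallest exact rank-sum p.

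Alternatives were another summary of probesets, probesets without shared-transcript suffixes, every probeset on its own, quantile normalization or median centring of the deposited table, a filter on dim genes, variance moderation with a trend, array weights, no moderation as in the regression of the study, a threshold of 0.10, the rank-sum test over all genes, the replicate number as a block, the source of the cells as a random block, and leaving out each array in turn. After the data had been seen, NEC 2 and TEC 6 were also left out together. All NECs came from 1 source and the TECs from 2 others, so source and group cannot be told apart. Figures were drawn with matplotlib 3.10.9.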

Results

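Gene expression was measured on 9 arrays, 3 of NECs (normal human brain microvascular endothelial cells) and 6 of TECs (per the labels, cells sorted from glioblastoma by the endothelial antigen CD31), all from monolayers on gelatin. The values are the RMA log2 values of the authors, and TEC and NEC are used as the labels of the arrays. Array medians lay between 4.61 (NEC 3) and 4.70 (TEC 5). The comparison asks how the cells labelled as tumor endothelial differ in gene expression from normal brain endothelial cells, and which integrins and matrix genes differ.

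The arrays labelled TEC carried far lower levels of endothelial transcripts than the NECs, and far more transcripts of fibrillar collagen and of mural cell receptors. PECAM1, which encodes the CD31 antigen used for the sort, fell from 12.72 ± 0.17 (SD, n = 3) in NECs to 4.55 ± 0.42 (SD, n = 6) in TECs, a 287-fold difference (log2 change -8.17, SE 0.24, limma adjusted p = 9.08e-08). COL1A1, a chain of type I collagen, rose from 4.41 ± 0.68 to 11.36 ± 1.02, or 124-fold (log2 change 6.95, SE 0.59, limma adjusted p = 7.77e-05). In total 814 genes were higher and 1075 lower in TECs at a limma adjusted p under 0.05, of 18239 genes tested, and 610 of the higher and 789 of the lower genes also passed a fold of 2. At the threshold of 0.10 the counts were 1103 and 1459, and by a fold of 2 alone 1030 and 1154. Groups did not overlap for 2921 genes (16.02% of all, where chance gives 2.38%), of which 1407 were higher and 1514 lower in TECs. Leaving out any 1 NEC lowered the counts to a similar degree. They were 459 higher and 669 lower without NEC 1, 472 and 626 without NEC 2, and 451 and 679 without NEC 3. Fewer arrays in the smaller group lower the power of the test. Lower power may also play a part for the single genes below whose calls were lost with 1 NEC left out, which was not tested. Some of those calls were lost only with certain NECs left out. An exact rank-sum test over all genes called 0 genes in either direction after adjustment, since 3 against 6 arrays cannot give a p under 0.0238.

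The 10 largest rises by the rule for named genes were led by GREM1, an extracellular antagonist of bone morphogenetic proteins, which was 294-fold higher in TECs (log2 change 8.20, SE 0.26, limma adjusted p = 1.33e-07). It was followed by the collagen genes COL6A3 (7.75), COL1A1 (6.95), COL3A1 (6.95, SE 1.04) and COL1A2 (6.95), by MLPH (6.62), PAG1 (6.43), the pericyte and fibroblast surface gene CD248 (6.33), BEX1 (6.33) and the matrix proteoglycan LUM (6.24). COL3A1 was also raised in 1 NEC, with 10.26 in NEC 2 against at most 5.14 in NEC 1 and NEC 3. The order depended on that array, since without NEC 2 the changes of COL3A1 (8.73), COL6A3 (8.46) and COL1A2 (8.26) were above that of GREM1 (8.17). COL3A1 changed by 6.17 without NEC 1 and 5.95 without NEC 3, and COL1A2 by 6.24 and 6.34, and COL6A3 by 7.14 without NEC 1. The 10 largest falls were endothelial genes or genes abundant in the NECs. MMRN1, which encodes a protein of endothelial cells and platelets, was 503-fold lower (log2 change -8.97, SE 0.15, limma adjusted p = 5.94e-09). VWF itself (-8.18), PECAM1 (-8.17), CD93 (-7.68), CDH5 (-7.51), ESM1 (-6.87), ROBO4 (-6.77), the angiopoietin receptor gene TEK (-6.53), S1PR1 (-6.40) and ECSCR (-6.37) followed. All 6 TECs lay beyond all 3 NECs for each of these 20 genes, because the rule took only genes without overlap between groups.

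**Figure D1:**
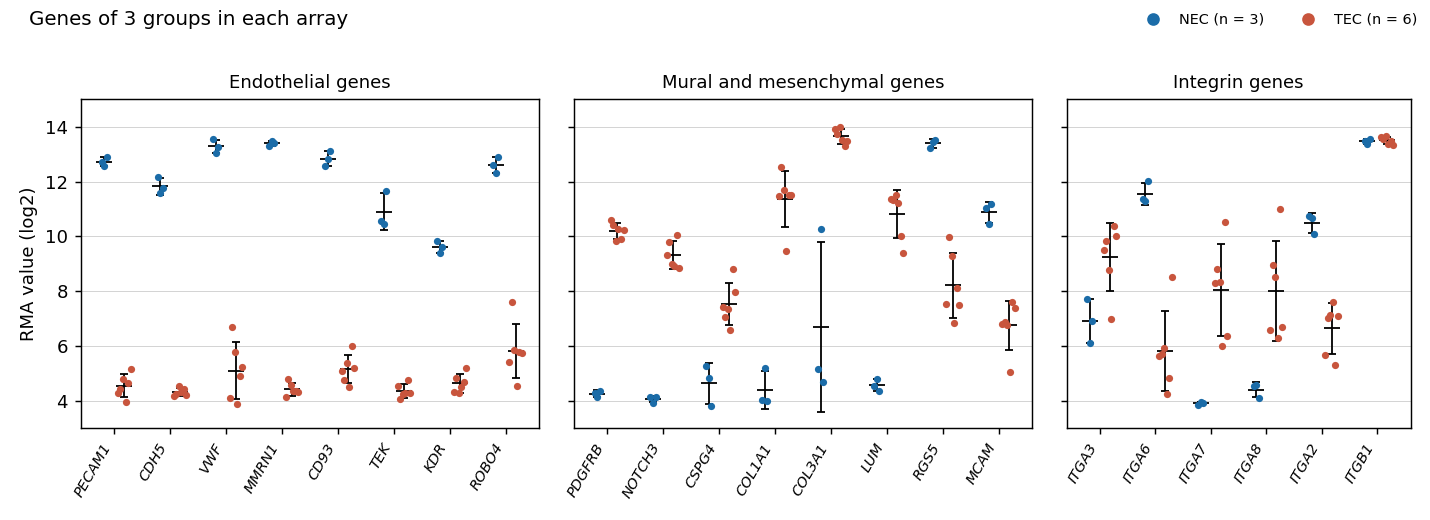
RMA log2 values (vertical axis) of endothelial, mural and mesenchymal, and integrin genes in each of 3 NEC arrays (blue) and 6 TEC arrays (red). Points are arrays, and bars are the mean ± SD of each group. The endothelial genes shown lie lower in all 6 TECs than in all 3 NECs, ITGB1 overlaps between groups, and COL3A1 is at 10.26 in NEC 2.

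Endothelial genes fell as a group. Of 43 measured genes of endothelial identity, 40 fell and 3 did not pass the test (41 fell when adjusted over the list alone), with a median log2 change of -4.34 and a camera adjusted p of 1.65e-58 (adjusted p = 0.000345 with an estimated correlation). Junction genes fell too, with 9 of 26 lower and 2 higher (12 and 4 adjusted over the list alone), a median of -0.67 and a camera adjusted p of 0.000217 (adjusted p = 0.0256 with an estimated correlation). The junction list shares 4 genes with endothelial identity, PECAM1 and CDH5 among them. CDH5, the VE-cadherin gene, fell from 11.83 ± 0.31 to 4.32 ± 0.14 (182-fold, SE 0.15 on the log2 scale, limma adjusted p = 1.17e-08), and PECAM1 was the largest fall of the list. The members that rose were CLDN12, a claudin (1.69, SE 0.26), and PKP4 (0.70, SE 0.15), and the call of PKP4 ended without NEC 2 or NEC 3 (limma adjusted p of 0.0661 and 0.0958). Of 12 genes of lymphatic endothelium, 3 fell (4 adjusted over the list alone), namely LYVE1, a hyaluronan receptor (-4.32, SE 0.61), SEMA3D (-2.33, SE 0.55) and PROX1, a lymphatic transcription factor (-1.16, SE 0.19). The list passed camera (median -0.23, adjusted p = 0.0195) but not with an estimated correlation (adjusted p = 0.157), nor without NEC 1 (median -0.10, adjusted p = 0.0559). SEMA3D lost its call without NEC 1, NEC 2, TEC 2 or TEC 3 (limma adjusted p between 0.0573 and 0.105).

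Genes of vessel growth changed in both directions. Of 51 angiogenic growth factors and receptors, 21 fell and 6 rose (23 and 11 adjusted over the list alone). This list shares 6 genes with endothelial identity. The falls included TEK (-6.53), BMP6, a bone morphogenetic protein (-5.46, SE 0.57), and KDR, the main VEGF receptor gene of endothelial cells (-4.97, SE 0.21). The rises were led by GREM1 (8.20) and PDGFRB, the PDGF receptor of mural cells (5.94, SE 0.18). VEGFA itself was 1.36 higher (SE 0.46) without passing (limma adjusted p = 0.106, and 0.0296 without TEC 6). The list median was -0.07, with a camera adjusted p of 0.0105 (adjusted p = 0.226 with an estimated correlation). That median depended on single arrays, at -0.21 without NEC 3, -0.117 without TEC 1, -0.178 without TEC 2, -0.189 without TEC 4, -0.128 without TEC 5 and -0.0293 without TEC 6. Of 34 Notch and tip cell genes, 11 fell and 3 rose (13 and 3 adjusted over the list alone), with a median of -0.10 and a camera adjusted p of 0.0110 (adjusted p = 0.258 with an estimated correlation, and 0.0675 by camera without TEC 5). Its median was -0.0241 without NEC 1 and -0.185 without TEC 2. ESM1 (-6.87), the chemokine receptor gene CXCR4 (-5.07, SE 0.30) and NOTCH1 (-1.57, SE 0.25) fell, while NOTCH3, the Notch receptor of mural cells, rose (5.26, SE 0.28). The ligand gene JAG1 rose by 1.79 (SE 0.40) but not without NEC 2 or NEC 3 (limma adjusted p of 0.114 and 0.0842). The third rise was ROBO1 (1.43, SE 0.39), chosen after its values were seen, and it was lost with any 1 NEC or any 1 TEC but TEC 5 left out (limma adjusted p between 0.0622 and 0.198). DLL4, the tip cell ligand gene, was near the floor in both groups (4.34 ± 0.11 in NECs, n = 3, and 4.20 ± 0.25 in TECs, n = 6).

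Mesenchymal and mural genes rose, with list means above all NECs in all 6 TECs. Of 40 fibroblast and mesenchymal genes, 22 rose and 2 fell (24 and 4 adjusted over the list alone), with a median log2 change of 2.40 (1.33 with the mean of all probesets of a gene) and a camera adjusted p of 1.05e-12 (adjusted p = 0.0256 with an estimated correlation). COL6A3 and the type I collagen genes COL1A1 and COL1A2 led the rises, whereas the gelatinase gene MMP2 (-2.76, SE 0.49) and the transcription factor gene ZEB1 (-1.15, SE 0.18) fell. Of 35 mural cell genes, 17 rose and 3 fell (18 and 3 adjusted over the list alone), with a median of 1.95 (1.23 with the mean of all probesets of a gene). PDGFRB rose from 4.26 ± 0.12 to 10.21 ± 0.30 (limma adjusted p = 9.09e-08), NOTCH3 rose by 5.26, and CSPG4, the NG2 proteoglycan gene of pericytes, by 2.89 (SE 0.48). Against this direction RGS5, a pericyte gene at 13.39 ± 0.16 in NECs,, fell by 5.18 (SE 0.63), and MCAM, which endothelial cells also express, fell by 4.12 (SE 0.49). The third fall was ANPEP (-1.20, SE 0.31), chosen after its values were seen, whose call was lost with any 1 NEC, TEC 3, TEC 4 or TEC 5 left out (limma adjusted p between 0.0581 and 0.146). The camera adjusted p was 1.12e-10, and the call was lost with an estimated correlation (adjusted p = 0.103). The mural and the fibroblast lists shared 0 genes. In NEC 2 several of these genes were above the other NECs, among them COL1A2 at 9.10 against at most 5.28, and ACTA2 at 10.91 against at most 8.35. ACTA2 was chosen after its values were seen. With NEC 2 and TEC 6 left out together, an alternative added after the data had been seen, 592 genes were higher and 864 lower in TECs.

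Genes of the ECM-receptor list rose as well, although the list shares 8 genes with the fibroblast list and 17 with the basement membrane list. Of 53 genes of ECM-receptor interaction, 17 rose and 2 fell (21 and 2 adjusted over the list alone), with a median of 0.67 and a camera adjusted p of 3.05e-07 (adjusted p = 0.0161 with an estimated correlation). COL6A3 and COL1A1 led the rises, and VWF and HSPG2, the perlecan gene (-2.25, SE 0.32), were the falls. FN1, the fibronectin gene, was high in both groups (13.46 ± 0.36 in NECs and 14.10 ± 0.19 in TECs, limma adjusted p = 0.0525, and 0.0497 without NEC 1 and 0.0224 without TEC 5). SPP1, the osteopontin gene, differed by 1.77 (SE 1.69, limma adjusted p = 0.639), with 12.32 in TEC 6 and between 3.98 and 6.16 in the other TECs. Of 34 basement membrane genes, 8 rose and 2 fell (11 and 3 adjusted over the list alone), with a median of 0.43 and a camera adjusted p of 0.00487 (adjusted p = 0.226 with an estimated correlation). FBLN1 (4.80, SE 0.26) and LAMA2, a laminin chain gene (4.72, SE 0.39), rose, and HSPG2 and COL18A1 (-1.12, SE 0.29) fell. The call of COL18A1 ended without NEC 1, NEC 2, TEC 1, TEC 2, TEC 3 or TEC 4 (limma adjusted p between 0.0583 and 0.183). The laminin chain genes LAMA5 (0.91, SE 0.65, limma adjusted p = 0.5) and LAMB1 (-0.64, SE 0.37) did not pass. Of 38 matrix metalloproteinases and inhibitors, 7 rose and 6 fell (9 and 8 adjusted over the list alone), with a median of 0.05 and a camera adjusted p of 0.58. ADAM12 rose by 4.81 (SE 0.45), MMP10 fell by 4.89 (SE 0.30) and MMP9 was near the floor in both groups. ADAMTS5 (3.85, SE 1.02) and ADAMTS9 (-2.89, SE 0.64) passed over 9 arrays. ADAMTS5 did not pass with any 1 NEC, TEC 1, TEC 3, TEC 4 or TEC 5 left out (limma adjusted p between 0.0664 and 0.167), nor did ADAMTS9 without NEC 1 or NEC 3 (0.0511 and 0.0961).

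**Figure D2:**
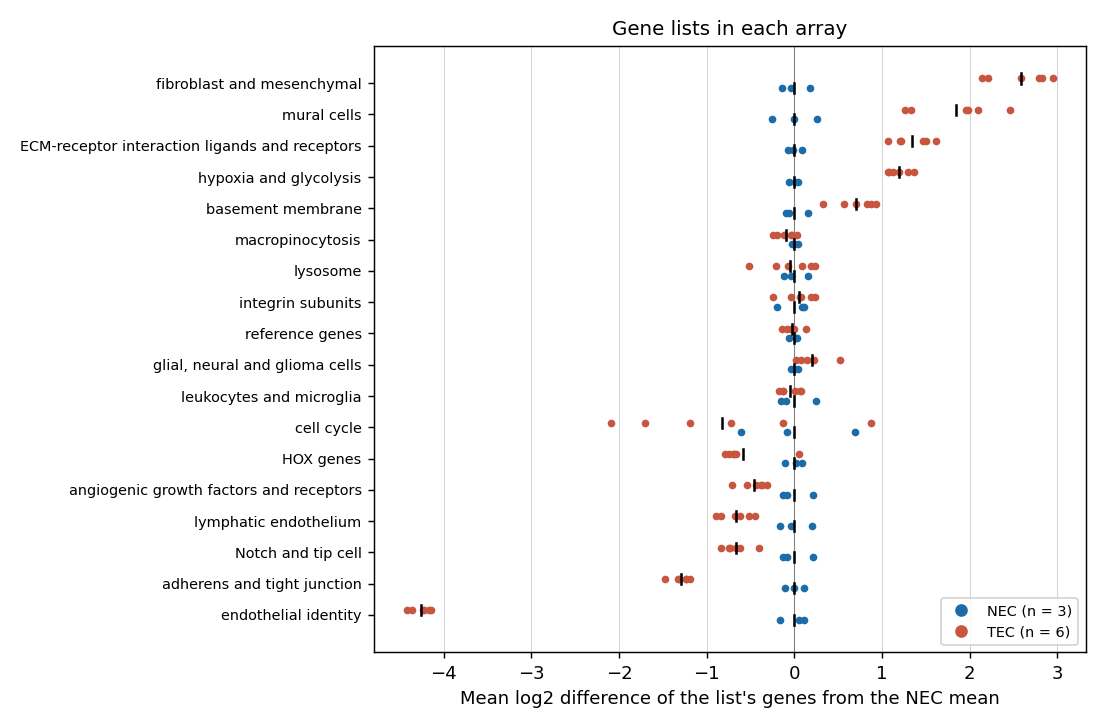
Mean log2 difference of the members of each list from their NEC mean (horizontal axis, log2 units) in each of 3 NEC arrays (blue) and 6 TEC arrays (red), for 18 of the lists. Points are arrays and vertical bars are group means. The endothelial list lies below the NECs and the mural and fibroblast lists above them in all 6 TECs, and the HOX list in TEC 6 lies at 0.05 while the other TECs lie between -0.79 and -0.67.

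The integrin genes that the study discusses moved apart. ITGA3, a laminin receptor chain, was 5.07-fold higher in TECs, from 6.90 ± 0.81 (SD, n = 3) to 9.24 ± 1.23 (SD, n = 6), with 5 of 6 TECs above all NECs. Its limma adjusted p over all genes was 0.0723 (log2 change 2.34, SE 0.70), past the 10% threshold of the study and not past 0.05, and 0.00544 without TEC 4. With the mean of all probesets of a gene, the log2 change of ITGA3 was 1.16. ITGA6, another laminin receptor chain, fell 53.1-fold (log2 change -5.73, SE 0.78, limma adjusted p = 0.00165), and ITGA7 rose 17.6-fold from the floor (log2 change 4.14, SE 0.88, limma adjusted p = 0.0167). The call of ITGA7 ended with any 1 NEC left out (limma adjusted p between 0.0668 and 0.0692). ITGB1, the beta chain that pairs with all of these, was at 13.47 ± 0.10 in NECs and 13.50 ± 0.14 in TECs (95% confidence interval of the log2 change -0.22 to 0.28). In the exact rank-sum test ITGA6 and ITGA7 reached the smallest possible p of 0.0238 and ITGA3 0.0476, or 0.0524, 0.0524 and 0.0873 after adjustment over the 22 study genes tested. Among all 26 integrin subunits, 3 rose and 2 fell (5 and 3 adjusted over the list alone), with a median of 0.04 and a camera adjusted p of 0.677. Besides ITGA7 and ITGA8, the third rise was ITGA1, a collagen receptor chain (3.18, SE 0.44, limma adjusted p = 0.00184), chosen after its values were seen. The collagen receptor chain ITGA2 fell by 3.85 (SE 0.50). ITGA8 rose by 3.61 (SE 0.97, limma adjusted p = 0.0454) but not with any 1 NEC, TEC 2 or TEC 3 left out (limma adjusted p between 0.088 and 0.157). The study discusses ITGA3, ITGA6 and ITGA7 from these samples, so their direction is not independent evidence.

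Tetraspanins, membrane partners of integrins, changed in both directions, as 1 of 27 rose and 5 fell (3 and 7 adjusted over the list alone). CD151, the partner of integrin α3β1, was at 12.05 ± 0.15 in NECs and 12.01 ± 0.43 in TECs (95% confidence interval of the log2 change -0.60 to 0.51). TSPAN12 (-3.15, SE 0.39) and CD9 (-2.89, SE 0.49) fell. The other falls, chosen after their values were seen, were TSPAN14 (-1.93, SE 0.17), TSPAN18 (-1.55, SE 0.40) and TSPAN11 (-0.81, SE 0.12), and TSPAN18 lost its call with any 1 NEC or any 1 TEC but TEC 1 left out (limma adjusted p between 0.0517 and 0.162). CD63 rose by 0.57 (SE 0.15, limma adjusted p = 0.0395) and lost its call with any 1 NEC, TEC 1, TEC 2, TEC 3 or TEC 4 left out (limma adjusted p between 0.0622 and 0.148). The list median was 0.06 and its mean -0.25, and the list did not pass camera (adjusted p = 0.453) but passed fry (adjusted p = 0.0289). Of 43 cadherins and protocadherins, 3 rose and 5 fell (3 and 6 adjusted over the list alone), with a median of 0.09 and a camera adjusted p of 0.677. Of the 43, 30 had a mean below 5.19 in both groups, so the median is largely one of dim genes. PCDH18 (5.49, SE 0.33) and CDH11, a mesenchymal cadherin gene (3.82, SE 0.37), rose, and CDH5 and PCDH1 (-3.36, SE 0.46) fell. Chosen after their values were seen, FAT1 (3.61, SE 0.60) was the third rise and PCDH10 (-2.70, SE 0.47), PCDH12 (-0.84, SE 0.21) and PCDH19 (-0.52, SE 0.12) the other falls. PCDH12 and PCDH19, like TSPAN11 above, had means below 5.19 in both groups. PCDH12 was lost without NEC 1, NEC 3 or any 1 of TEC 1 to TEC 4 (limma adjusted p between 0.0518 and 0.15), and PCDH19 without NEC 1, NEC 2 or any 1 of TEC 1 to TEC 4 (between 0.0507 and 0.138). CDH2, the N-cadherin gene, differed by -3.26 without passing on its brightest probeset (limma adjusted p = 0.0777, and 0.00759 without TEC 6), while its other probeset passed in the test of single probesets (log2 change -2.73, limma adjusted p = 0.0428). PTPRM, a phosphatase gene of junctions, was 0.72 higher (SE 0.22, limma adjusted p = 0.083, and 0.0416 without TEC 6).

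Of 10 tumor endothelial markers that the study names and shows on these arrays, 2 rose and 2 fell (2 and 2 adjusted over the list alone), with a median of 0.17, a mean of -0.64 and a camera adjusted p of 0.817. Because the study showed this list on these samples, its count is not independent evidence. IGFBP7 rose by 0.79 (SE 0.17, limma adjusted p = 0.0178) and ANTXR1 by 1.38 (SE 0.30, limma adjusted p = 0.0199), whereas ACKR3 fell by 4.62 (SE 0.51, limma adjusted p = 0.000424) and RGS5 by 5.18. With the mean of all probesets of a gene the log2 changes were 1.22 for IGFBP7, 0.82 for ANTXR1, -2.85 for ACKR3 and -5.66 for RGS5. IGFBP7 lost its call without NEC 2 or NEC 3 (limma adjusted p of 0.0963 and 0.0908), and ANTXR1 without NEC 1 or NEC 2 (0.0727 and 0.0953). PLXDC1 (0.26, SE 0.31), SPARC (0.08, SE 0.16) and CXCL8 (-0.37, SE 0.76) did not pass, and PLXDC1 had means below 5.19 in both groups. For SPARC a dimmer probeset was 1.10 higher with a limma adjusted p of 0.00395 in the test of single probesets.

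Hypoxia and glycolysis genes rose, with 17 of 37 higher and 1 lower (21 and 1 adjusted over the list alone), a median of 0.82 and a camera adjusted p of 1.26e-11 (adjusted p = 0.0108 with an estimated correlation). CA12, a carbonic anhydrase gene (5.98, SE 0.36), and STC2 (4.18, SE 0.39) led the rises. The glucose transporter gene SLC2A1 rose by 1.84 (SE 0.43) and the phosphofructokinase gene PFKP fell by 1.11 (SE 0.29). Both lost their calls with any 1 NEC left out, SLC2A1 also without TEC 3, and PFKP also without TEC 1, TEC 2 or TEC 3 (limma adjusted p between 0.0504 and 0.114 for SLC2A1 and between 0.0544 and 0.164 for PFKP). Of 30 genes of blood-brain barrier transport and junction, 2 rose and 2 fell (2 and 2 adjusted over the list alone), with a median of 0.10 and a camera adjusted p of 0.483. Of the 30, 15 had a mean below 5.19 in both groups. CLDN5, the main claudin gene of brain endothelium, fell by 2.37 (SE 0.18), ABCC4, a drug efflux gene, fell by 1.93 (SE 0.35), and FOXF2, a transcription factor gene of brain pericytes, rose by 2.51 (SE 0.16). MFSD2A was near the floor in both groups. Cell cycle genes had a median of -0.89 over 40 members and a camera adjusted p of 0.00106, but 0 members passed limma after adjustment over all genes or over the list alone, and 2 were lower and 0 higher at an unadjusted p under 0.05. The call was lost with an estimated correlation (adjusted p = 0.70), and without NEC 3 (0.0971, median -0.449), and the median was -0.564 without TEC 4. The proliferation genes MKI67 (-1.19, SE 0.78) and TOP2A (-0.75, SE 0.91) varied widely between TECs. Of 29 HOX genes, which mark the position of cells along the body axis, 7 fell (8 adjusted over the list alone), with a median of -0.10 and a camera adjusted p of 0.00251 (adjusted p = 0.49 with an estimated correlation). Of the 29, 21 had a mean below 5.19 in both groups. The median was -0.0537 without NEC 3. HOXB7 (-3.77, SE 0.34) and HOXD8 (-3.19, SE 0.22) fell most. HOXB2 was at 7.72 in TEC 6 and at most 4.52 in the other TECs, and passed only without TEC 6 (log2 change -1.88, limma adjusted p = 0.165, and 1.16e-05 without TEC 6) among the arrays left out in turn.

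Calcium genes, which the study discusses as a pathway, changed in both directions. Of 58 genes of calcium entry, stores and pumps, 7 rose and 4 fell (7 and 4 adjusted over the list alone), with a median of 0.07, a camera adjusted p of 0.341 and a fry adjusted p of 0.0264. Of the 58, 29 had a mean below 5.19 in both groups. The channel gene TRPV2 rose by 2.91 (SE 0.50) and the exchanger gene SLC8A1 by 2.89 (SE 0.60), and the inositol trisphosphate receptor genes ITPR2 (-2.76, SE 0.48) and ITPR3 (-2.62, SE 0.69) fell. The other falls, chosen after their values were seen, were the cation channel genes TRPV4 (-2.12, SE 0.18) and PIEZO2 (-2.12, SE 0.47), the latter lost without NEC 1 or NEC 2 (limma adjusted p of 0.0731 and 0.106). SLC8A1 lost its call with any 1 NEC left out (limma adjusted p between 0.0585 and 0.0665), and ITPR3 with any 1 NEC or any 1 of TEC 1 to TEC 5 left out (between 0.0622 and 0.151). The store-operated entry genes ORAI1 (-0.45, SE 0.23) and STIM1 (0.29, SE 0.34) did not pass. Of 68 S100, annexin and EF-hand genes, 5 rose and 5 fell (5 and 6 adjusted over the list alone), with a median of 0.05, a mean of -0.0036 and a camera adjusted p of 0.958. ANXA3 (-6.01, SE 0.34) and SPOCK1 (-5.86, SE 0.51) fell, EFHD1 (5.10, SE 1.12), EHD3 (2.60, SE 0.56) and CALR (1.16, SE 0.31) rose, and S100A6 differed by 0.01. EFHD1 and EHD3 lost their calls with any 1 NEC left out (limma adjusted p between 0.0746 and 0.0766 for EFHD1 and between 0.0565 and 0.0882 for EHD3), and CALR without NEC 2, NEC 3 or any 1 of TEC 2 to TEC 6 (between 0.0581 and 0.191). Chosen after their values were seen, CALU (1.06, SE 0.18) and RCN3 (2.06, SE 0.33) were the other rises and EFHD2 (-1.99, SE 0.42), CHP1 (-0.59, SE 0.13) and EHD4 (-2.41, SE 0.25) the other falls. EFHD2 was lost without NEC 1 or NEC 3 (limma adjusted p of 0.0627 and 0.0804), and CHP1 with any 1 NEC left out (between 0.0604 and 0.0833).

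Genes of uptake and secretion changed in both directions. Of 40 macropinocytosis genes, 3 rose and 2 fell (3 and 2 adjusted over the list alone), with a median of -0.19 and a camera adjusted p of 0.341. ELMO1, an activator of RAC1, fell by 2.45 (SE 0.22), and RAB34, a GTPase gene, rose by 1.25 (SE 0.22). RAB20 rose by 1.86 (SE 0.40) and DOCK1 fell by 1.07 (SE 0.26), and both lost their calls with any 1 NEC left out, DOCK1 also without TEC 2 (limma adjusted p between 0.0601 and 0.0801 for RAB20 and between 0.0533 and 0.144 for DOCK1). The third rise was RAB31 (0.90, SE 0.15), chosen after its values were seen. SNX5 (-0.28, SE 0.28) and RAC1 (-0.21, SE 0.19) did not pass. Of 52 lysosome genes, 6 rose and 3 fell (6 and 4 adjusted over the list alone), with a median of -0.17 and a camera adjusted p of 0.677. The lipid hydrolase genes ASAH1 (2.76, SE 0.43) and LIPA (2.59, SE 0.22) rose. CTNS (-1.41, SE 0.37) and TPP1 (-1.36, SE 0.31) fell, but not with any 1 NEC left out, nor CTNS without TEC 1, TEC 2, TEC 3 or TEC 6 (limma adjusted p between 0.0529 and 0.172 for CTNS and between 0.0689 and 0.101 for TPP1). The third fall was PSAP (-0.91, SE 0.19), chosen after its values were seen and lost with any 1 NEC left out (limma adjusted p between 0.0633 and 0.0653). LAMP1 (-0.51, SE 0.20, limma adjusted p = 0.164) and LAMP2 (-0.43, SE 0.23, limma adjusted p = 0.333, and 0.0245 without TEC 6) did not pass. Of 35 genes of lysosomal exocytosis and secretory tethering, 8 fell and 1 rose (11 and 2 adjusted over the list alone), with a median of -0.17 and a camera adjusted p of 0.0621, which passed without NEC 1 (0.0274) or TEC 1 (0.034). By fry this list passed (adjusted p = 0.0264), but not with an estimated correlation (adjusted p = 0.446) or by camera on ranks (adjusted p = 0.166), and its mean was lower in all 6 TECs than in all 3 NECs. STX3 fell by 3.04 (SE 0.51), EXOC6 fell by 3.14 (SE 0.62) and SYTL2 rose by 1.60 (SE 0.33). EXOC6 lost its call without NEC 2 or NEC 3 (limma adjusted p of 0.0518 and 0.0581), and SYTL2 without NEC 1 or NEC 3 (0.0734 and 0.0729). SYT7 (0.36, SE 0.13) and VAMP7 (0.01, SE 0.20) did not pass, and SYT7 had means below 5.19 in both groups. Of 40 genes of PI3K-Akt-mTOR signaling, 5 fell and 2 rose (6 and 4 adjusted over the list alone), with a median of -0.13 and a camera adjusted p of 0.341. IRS1, the insulin receptor substrate gene, rose by 3.36 (SE 0.32). AKT2 (1.41, SE 0.28), FOXO1 (-3.53, SE 0.80) and SGK1 (-2.98, SE 0.75) passed over 9 arrays and not with any 1 NEC left out, nor FOXO1 without TEC 2 or TEC 3, nor SGK1 without any 1 of TEC 1 to TEC 4 (limma adjusted p between 0.0518 and 0.0571, between 0.0504 and 0.107, and between 0.0609 and 0.138). The other falls, chosen after their values were seen, were INPP5D (-2.81, SE 0.24), PIK3C2B (-1.95, SE 0.27) and PIK3CG (-1.64, SE 0.42), the last lost with NEC 2, NEC 3 or any 1 TEC left out (limma adjusted p between 0.0541 and 0.166). MTOR (-0.77, SE 0.43) and AKT1 (-0.33, SE 0.28) did not pass.

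Interferon and cytokine genes changed in both directions. Of 39 interferon response genes, 4 rose and 3 fell (5 and 4 adjusted over the list alone), with a median of 0.06 and a camera adjusted p of 0.494. IFI27 (-3.92, SE 0.68) and BST2 (-2.78, SE 0.52) fell, and IFIT2 (2.504, SE 0.50) and EPSTI1 (2.44, SE 0.58) rose. IFIT2 lost its call without NEC 1 (limma adjusted p = 0.0664), and EPSTI1 without NEC 1, NEC 3, TEC 2, TEC 3 or TEC 4 (between 0.0523 and 0.117). Chosen after their values were seen, IFIT3 (1.36, SE 0.33) and IFIT5 (1.86, SE 0.37) were the other rises and GBP2 (-2.55, SE 0.31) the other fall. IFIT3 was lost with any 1 NEC or TEC 4 left out (limma adjusted p between 0.0535 and 0.122), and IFIT5 without NEC 1 or NEC 3 (0.0657 and 0.0665). IFIT1 (1.26, SE 0.44, limma adjusted p = 0.117, and 0.0445 without TEC 5) and ISG15 (-0.16, SE 0.55) did not pass. Of 22 HLA antigen presentation genes, HLA-E fell (-1.35, SE 0.24), also when adjusted over the list alone, and the others did not pass, among them HLA-DRA (0.75, SE 0.60). The list median was 0.22 and the camera adjusted p 0.119, while camera on ranks passed (adjusted p = 0.0362). Of 36 inflammatory cytokines and adhesion genes, 3 rose and 3 fell (3 and 4 adjusted over the list alone), with a median of -0.07, a mean of 0.05 and a camera adjusted p of 0.677. LIF (4.14, SE 0.43) and the chemokine gene CCL20 (4.54, SE 0.95) rose, IL32 (-3.08, SE 0.39) and TNFSF10 (-2.94, SE 0.21) fell, and ICAM1 (-1.07, SE 0.84) did not pass. CCL20 lost its call with any 1 NEC left out (limma adjusted p between 0.061 and 0.0678). Chosen after their values were seen, TNFAIP3 (2.90, SE 0.31) was the third rise and CXCL11 (-1.51, SE 0.17) the third fall.

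Most glial, leukocyte and epithelial markers were low in both groups. Of 33 glial, neural and glioma genes, 26 had a mean below 5.19 in both groups, while CNP was at 11.93 in NECs and 11.04 in TECs. EGFR rose by 2.74 (SE 0.35) and CNP fell by 0.90 (SE 0.20), also when adjusted over the list alone, with a list median of 0.11 and a camera adjusted p of 0.341. CNP lost its call with any 1 NEC left out (limma adjusted p between 0.0634 and 0.0879). GFAP, the astrocyte filament gene, was at 4.36 ± 0.11 in NECs and 4.403 ± 0.17 in TECs, and OLIG2 at 4.29 ± 0.11 and 4.31 ± 0.14. Of 28 leukocyte and microglia genes, 24 had a mean below 5.19 in both groups and LAPTM5 fell from 9.17 in NECs (-3.99, SE 0.56), also when adjusted over the list alone (median 0.08, camera adjusted p = 0.483). PTPRC, the CD45 gene, differed by 0.11 (SE 0.23), and CD14 by 0.39 (SE 0.11, limma adjusted p = 0.0519, and 0.0352 without TEC 6) at the floor. Of 24 epithelial genes, 17 of them below 5.19 in both groups, the desmosome gene DSP (5.74, SE 0.25) and MUC1 (0.61, SE 0.11) rose, also when adjusted over the list alone, and EPCAM (-0.05, SE 0.13) and CDH1 (-0.12, SE 0.10) were at the floor (median -0.0089, mean 0.18, camera adjusted p = 0.341, fry adjusted p = 0.0099). MUC1 lost its call without NEC 3 (limma adjusted p = 0.0503), and its direction was reversed without probesets that can match several transcripts (-0.19). Of 24 reference genes, EMC7 (0.85, SE 0.13) and PGK1, which is also a glycolysis gene (0.80, SE 0.17), rose, also when adjusted over the list alone, while ACTB (0.04, SE 0.28) and GAPDH (0.20, SE 0.12) did not pass (median -0.04, camera adjusted p = 0.795). PGK1 lost its call without NEC 1 or NEC 2 (limma adjusted p of 0.0773 and 0.0984).

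Among the 1030 genes over 2-fold higher in TECs by fold alone, 11 of the 31 lists were enriched (one-sided Fisher exact test, Benjamini-Hochberg over the lists). The study ran its own enrichment of such genes on these samples. It reported pathways of ECM-receptor interaction, integrin binding, PI3K-Akt signaling and calcium ion binding. Results for the lists on these themes, here and above, are therefore not independent evidence. The fibroblast list held 26 such genes of 40 (adjusted p = 8.76e-22), the mural list 23 of 35 (adjusted p = 1.04e-19), the hypoxia list 18 of 37 (adjusted p = 1.94e-12), the ECM-receptor list 20 of 53 (adjusted p = 2.40e-11) and the basement membrane list 11 of 34 (adjusted p = 9.41e-06). Integrin subunits, with 5 of 26 (adjusted p = 0.043), and calcium entry, stores and pumps, with 8 of 58 (adjusted p = 0.0442), lay closest to the threshold. Cytokines (10 of 36), angiogenic factors (11 of 51), metalloproteinases (9 of 38) and interferon genes (8 of 39) made up the rest. PI3K-Akt-mTOR signaling (5 of 40, adjusted p = 0.141) and S100, annexin and EF-hand genes (8 of 68, adjusted p = 0.0822) did not pass. When the higher genes also had to pass limma at 0.05, 7 lists were enriched, and integrin subunits (3 of 26, adjusted p = 0.154), calcium entry, stores and pumps (5 of 58, adjusted p = 0.137), interferon genes (4 of 39, adjusted p = 0.137) and cytokines (3 of 36, adjusted p = 0.262) no longer were. Among the 1154 genes over 2-fold lower, 11 lists were enriched, led by endothelial identity (39 of 43, adjusted p = 2.87e-41), angiogenic factors (24 of 51) and junctions (11 of 26). Integrin subunits (6 of 26), angiogenic factors, metalloproteinases (8 of 38) and cytokines (10 of 36) were enriched in both directions.

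The TECs differed more from each other than the NECs did. All NECs came from 1 source and the TECs from 2 others, so the spread of the TECs includes any difference between sources. The spread per array, as the median scaled deviation of its genes from the group mean, was 0.129 ± 0.0082 (SD, n = 3) in NECs and 0.199 ± 0.038 (SD, n = 6) in TECs on the log2 scale, with each TEC (lowest 0.162) above each NEC (highest 0.137). The difference of 0.07 had a p of 0.0357 in an exact permutation test over 84 splits, two-sided. With NEC 1, NEC 2 or NEC 3 left out the p was 0.0714, with differences of 0.0717, 0.0616 and 0.0786. Profiles correlated at a mean r of 0.982 over the 3 pairs of NECs, 0.952 over the 15 pairs of TECs and 0.897 over the 18 pairs between groups, across genes, which are not independent replicates. The first principal component, with 54.2% of the variance, separated the groups. The second, with 13.98%, set TEC 5 (69.3) and TEC 6 (-49.7) apart from the other TECs.

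**Figure D3:**
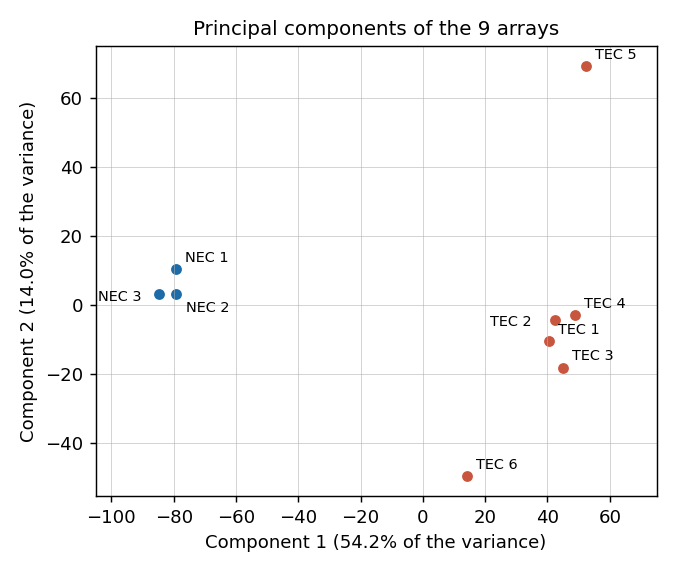
Positions of the 3 NEC arrays (blue) and 6 TEC arrays (red) on the first principal component (horizontal axis, 54.2% of the variance) and the second (vertical axis, 13.98%), in units of component scores. Each point is 1 array. The NECs lie between -84.6 and -79.1 and the TECs between 14.2 (TEC 6) and 52.3 on the first component.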

Values the study reported

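The study fitted each gene over these arrays together with its arrays of cells on Matrigel, with the plating medium as a covariate, and controlled the false discovery rate at 10%. In that fit it reported p = 0.0027 for integrin α3, p = 0.0004 for integrin α6 and p = 0.0007 for integrin α7. It took genes that were more than 2 fold higher in TECs to its pathway analysis. By quantitative RT-PCR and immunoblotting, on partly other isolates, it reported more integrin α3 mRNA and protein in TECs than in NECs. For CD151 it found no significant difference on its arrays, but higher mRNA and protein in TECs by these other assays.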

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

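In this part the tests of explanations, except the count over splits of the arrays, were chosen only after the result was seen, and 27 of the genes searched for single arrays that stand apart were added in the same way. Chance is argued against for the count of genes that differ, because 1 of 84 splits of the 9 arrays into 3 and 6, the real one, gave as many as 1889 genes, and the highest other split gave 8. Every other split puts NECs and TECs into 1 group, which raises the spread there and lowers its count. The rank of the real split, and not the size of the gap, is therefore the evidence.

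In every TEC, endothelial genes lay far below the NECs, and the mural and fibroblast lists lay above them. The authors' normalization was checked with the 24 reference genes, whose median log2 change was -0.0374 (single genes from -0.935 to 1.04). This argues against a shift common to bright genes. RMA already equalizes the distributions of the arrays, so the check cannot judge the normalization further. Cells of another type in place of endothelial cells are a candidate explanation, since 0 of 31 endothelial genes with an NEC mean over 8 had a TEC mean within 1 of it on the log2 scale (28 lay over 3 lower), and the fibroblast list had TEC means of 13.85 for VIM (14.08 in NECs), 13.65 for COL3A1 and 13.44 for COL1A2. The 31 genes belong to the endothelial list whose fall raised the question, so they are no separate support. Of the 75 mural and fibroblast genes 40 had an NEC mean above 5.19 too, and the pericyte gene RGS5 fell by 5.18. The CD31 bead sort, which the study repeated in culture, is meant to remove cells without the antigen. PECAM1, which encodes it, had a TEC mean of 4.55, so these values cannot show that the sort removed such cells. Growth of such cells since the last sort was not tested. A loss of the endothelial program by tumor endothelial cells could give the same values, because 8 of 8 endothelial transcription factors of the list fell too (median -4.53), so it cannot be told apart from other cells here, and the source of the cells also differs between the groups.

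TEC 6 stood apart from the other TECs, with a HOX list mean of 0.0535 relative to the NECs and 18 of the 32 single-array values found in all TECs. Endothelial cells like the NECs within TEC 6 are argued against as the whole source, because the abundant endothelial genes gave a median share of -0.0505% of such cells (highest 16.7%), while HOXB7 (5.67) would need 11.4%, HOXB3 (6.71) 57.3%, and HOXB2 (7.72) and HOXC6 (8.09) 171% and 392%, more than any mixture can hold. Glial or glioma cells within TEC 6 stay open as a hypothesis, because 4 of the 33 glial, neural and glioma genes were over 1 higher in TEC 6 than in every other TEC, a count between the bounds set for it. These were CHI3L1 (9.68 against at most 4.30), STMN2 (7.63 against 4.59), SLC1A3 (7.35 against 5.35) and POU3F2 (5.30 against 4.08), while GFAP (4.26) and OLIG2 (4.32) were near the floor. Of the 33 genes 7 had an NEC mean above 5.19, and 2 stand in another list. The repeated CD31 bead sort is meant to remove such cells. PECAM1 was at 5.17 in TEC 6, so the sort does not count against them here. The labels name no group within the TECs, and a difference between tumors stays open, as untested.

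NEC 2 held 9 of 75 mural and fibroblast genes at over 1 above both other NECs, among them ACTA2 (10.91), COL3A1 (10.26), COL1A2 (9.10), MYH11 (8.73), SYNPO2 (7.42) and CNN1 (7.29). Cells like the TECs within NEC 2 would need a median share of 9.18% over these 9 genes, with single genes between 0.665% (COL1A1) and 51.5% (CNN1). At the median share, 76.5% of 17 genes far higher in TECs (13 genes) lay over 1 below the level needed. The median shortfall of the 17 was 2.10 on the log2 scale, which argues against such cells at that share as the whole source. A lower share would leave a smaller shortfall, and some of the 17 genes also set the share. A mislabelled array is argued against by the endothelial list, which in NEC 2 was -0.239 from the other NECs, whereas the TECs were at -4.34. Cells of another kind, such as smooth muscle cells unlike the TECs, and a difference between donors were not tested.

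Other single arrays stood apart from the rest of the TECs, by a gap to the nearest TEC over 0.625 of the range of the 6. Chance alone gives this in about 1 in 20 groups of values, and it was found for 28 of 176 genes and 4 of 31 lists, which are not independent of each other. In TEC 6 the highest values were SPP1 at 12.32 (others at most 6.16), VEGFA at 11.78 (10.43), EHD4 at 9.90 (8.97), HOXB2 at 7.72 (4.52), ITPR3 at 7.54 (4.70), LAPTM5 at 7.14 (5.04), ADAMTS9 at 7.01 (4.92), ABCC4 at 6.91 (5.74), PCDH1 at 6.02 (4.38), HOXB7 at 5.67 (4.27), ANXA3 at 5.61 (4.34) and CXCR4 at 4.94 (4.26). CD248 at 9.53 (others at least 11.18) and LAMA2 at 8.07 (9.39) were lowest there. List means in TEC 6, as differences from the NECs, were highest for interferon response at 0.763 (others -0.104 to 0.168), blood-brain barrier genes at 0.593 (-0.0786 to 0.103), cadherins at 0.329 (-0.0803 to 0.0607) and HOX genes at 0.0535 (-0.794 to -0.667). In TEC 5 AKT2 was highest at 9.07 (others at most 8.02), as was ORAI1 at 5.45 (4.85), and FN1 at 13.73 (others at least 14.05), EPSTI1 at 6.10 (7.66) and MMP10 at 3.76 (4.06) were lowest. In TEC 4 COL1A1 at 9.45 (others at least 11.47), CDH11 at 9.38 (10.36), CD9 at 7.82 (9.60), EFHD1 at 5.38 (9.51) and MCAM at 5.06 (6.76) were lowest. In TEC 2 IFIT2 at 8.97 (others at most 7.39) and IFIT3 at 7.24 (6.08) were highest and BEX1 at 7.94 (others at least 10.41) was lowest, and in TEC 1 TSPAN18 was highest at 6.19 (others at most 4.76).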

How the results depend on the processing

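The pair of arrays left out together (NEC 2 and TEC 6) and the replaced test of spread were the tests of this part chosen only after the result was seen. Under the alternatives run, the medians of the lists of endothelial identity, junctions, fibroblast and mesenchymal, ECM-receptor and hypoxia genes kept their direction and their side of the threshold. The size of some list medians depended on the summary of probesets, since with the mean of all probesets of a gene the median was 1.33 instead of 2.40 for fibroblast and mesenchymal, 1.23 instead of 1.95 for mural cells and -3.09 instead of -4.34 for endothelial identity. Among bright genes alone it was 1.05 instead of 0.669 for ECM-receptor and 0.695 instead of 0.433 for basement membrane genes. Rescaling the table moved the median of all genes by under 0.1 (from 0.0187 to 0.00704 by quantile normalization and 0.00716 by centring), with 44.3% and 39.9% of calls upward. Where no cause is given, the cause was not tested.

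Genes higher and lower in TECs (814 and 1075) numbered 1419 and 2063 with every probeset on its own, where several probesets stand for a gene (1135 and 1530 past a fold of 2), 1414 and 1889 with array weights, which counted TEC 5 at 0.318 and TEC 6 at 0.517, and 1414 and 1839 with the source of cells as a random block, for which the correlation came out negative (-0.15). No moderation gave 525 higher (717 lower). The exact rank-sum test gave 0 and 0, with 2921 genes at its smallest p of 0.0238. With 1 array left out in turn, 451 (NEC 3) to 977 (TEC 6) were higher, 626 (NEC 2) to 1450 (TEC 6) lower, and 396 (NEC 3) to 705 (TEC 6) over 2-fold higher. NEC 1 left out gave 459 and 669, NEC 2 472 and 626, and NEC 3 451 and 679. The replicate number as a block gave 951 and 1238 on 2 residual degrees of freedom, but the numbers do not pair the arrays (r of same-number deviations -0.0917, -0.0402 and 0.0954). With NEC 2 and TEC 6 left out 592 were higher and 864 lower.

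Lists past the threshold fell from 12 to 5 with an estimated correlation, which ended the calls of mural cells (1.95, adjusted p = 0.103), basement membrane (0.433, 0.226), angiogenic factors (-0.0740, 0.226), Notch and tip cell (-0.101, 0.258), cell cycle (-0.886, 0.70), lymphatic endothelium (-0.227, 0.157) and HOX genes (-0.105, 0.491). Camera on ranks ended those of angiogenic factors (-0.0740, 0.242) and Notch (-0.101, 0.272) and passed HLA genes (0.221, 0.0362). The test fry, which compares with no other genes, passed tetraspanins (0.0637, 0.0289), calcium entry (0.0715, 0.0264), exocytosis (-0.172, 0.0264) and epithelial genes (-0.0089, 0.0099) and not cell cycle (-0.886, 0.366). Exocytosis passed with the mean of all probesets (-0.250, 0.0251). Among bright genes alone, with fewer members, angiogenic factors (-1.17, 0.0527) and lymphatic genes (-2.29, 0.26) did not pass. The replicate block ended angiogenic factors (-0.296, 0.185), Notch (-0.118, 0.185) and lymphatic genes (-0.271, 0.099), the random block cell cycle (-0.908, 0.0932) and lymphatic genes (-0.236, 0.0959), array weights Notch (-0.0838, 0.0531), and probesets without shared-transcript suffixes lymphatic genes (-0.195, 0.0749). With 1 array left out, medians ranged from -0.250 to -0.128 for exocytosis (passing without NEC 1 at 0.0274 or TEC 1 at 0.034), -0.185 to -0.0241 for Notch (lost without TEC 5, 0.0675), -1.26 to -0.449 for cell cycle (lost without NEC 3, 0.0971) and -0.298 to -0.101 for lymphatic genes (lost without NEC 1, 0.0559). Enriched lists fell from 11 to 7 when genes also had to pass limma.

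In the exact permutation test the difference in spread (0.07) was 0.0491 to 0.0806 with 1 array left out, at p = 0.0714 without NEC 1, NEC 2 or NEC 3, and 0.0561 (p = 0.143) without NEC 2 and TEC 6, which leaves fewer splits. The planned permutation statistic gave 0.137 (exact permutation p = 0.0119) and is not used, since it called 20 of 20 simulated sets of equal spread. Of 149 named genes 107 passed. The rank-sum test left 0 of these, no moderation ended 25 calls and added 1, leaving out NEC 1, NEC 2 or NEC 3 ended 27, 28 and 28, and leaving out both ended 24. Among named genes that passed in either of the settings compared, only MUC1 turned, to -0.19 without shared-transcript probesets (limma adjusted p = 0.422). Changes of sign in genes that passed in neither were not counted. With the mean of all probesets, CD151 went from -0.046 to 0.129 and ITGB1 from 0.030 to -0.051. Signal over background could not be judged per probe.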

Other observations

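The probesets of the genes that the study discusses were also tested singly, a look chosen only after the gene results were seen for the comparisons below. All 3 probesets of ITGA6, a laminin receptor chain, fell (-4.14, -5.23 and -5.73), as did both of PECAM1 (-6.85 and -8.17), both of CDH5 (-3.06 and -7.51) and all 4 of ACKR3 (-4.62, -2.46, -2.29 and -2.01), at limma adjusted p of 0.0276 or less in the test of single probesets, with SE between 0.145 and 0.782. Of 4 probesets of IGFBP7 3 rose and the fourth was 1.60 higher (limma adjusted p = 0.076). The 3 probesets of ITGA3 were 0.74, 0.39 and 2.34 higher and none passed (limma adjusted p of 0.0793, 0.0837 and 0.0876). The 5 probesets of ITGB1, at TEC means from 4.11 to 13.50, and the 5 of CD151 did not pass. Among all 3482 probesets called, 197 carried no single gene symbol, of which 83 were higher and 114 lower in TECs.

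Of the lists enriched among genes over 2-fold lower in TECs, Notch and tip cell held 12 of 34 (one-sided Fisher exact test, adjusted p = 4.49e-06), cell cycle 12 of 40 (adjusted p = 2.57e-05), exocytosis and tethering 9 of 35 (adjusted p = 0.0011), HOX genes 7 of 29 (adjusted p = 0.00703) and lymphatic endothelium 4 of 12 (adjusted p = 0.0148). These counts use the fold alone, and members of a list are correlated across arrays.

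The unadjusted limma p of ITGA3 on these 9 arrays was 0.00866. That is higher than the value quoted from the study above. The unadjusted limma p of ITGA6 was 4.22e-05. That is lower than the value quoted from the study above. The unadjusted limma p of ITGA7 was 0.00107. That is higher than the value quoted from the study above, and arrays on Matrigel, which the quoted fit included, are not analysed here. The quoted fit was a linear regression with a covariate, in which some isolates appear in both media, while limma moderates the variance. The p-values are thus from unlike tests and sets of arrays.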
